A study of Escherichia coli str. K-12 substr. MG1655 with 8 samples. Its data were reported in "The RNA repair proteins RtcAB regulate transcription activator RtcR via its CRISPR-associated Rossmann fold domain" (2022).

How the data were processed

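Total RNA was sequenced from Escherichia coli K-12 MG1655 and from 3 strains of it that each carried the deletion of a single gene. The deleted genes were gor (glutathione reductase), mazF (the ribonuclease toxin of a toxin-antitoxin pair) and srmB (an RNA helicase). According to the labels, the cultures had grown for 24 h, and each strain was represented by 2 libraries, so that 8 libraries were analysed. The deletions had been moved by phage transduction from a collection made in another K-12 strain. Ribosomal RNA was depleted before fragmentation, adapter ligation and sequencing. Other strains in the study were not analysed here.

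The values used were the counts per annotated transcript that the authors deposited, as whole numbers and without any normalisation. To make them, the authors checked and trimmed the reads with FastQC and Trimmomatic, aligned them with Bowtie 2 to the MG1655 chromosome and counted reads with HTSeq. The strand setting of the counting was not stated, so that overlapping and antisense genes, and genes with near-identical copies, may share or lose reads. Because the alignment used one reference, a gene that differs from the reference in a given strain is counted low whatever its transcription.

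Each library listed the same 4544 transcript identifiers, called genes below. Of these, 4140 had the format of a protein accession, 337 began with EBT, 47 with ECK and 20 with b. The count files do not pair the identifiers with gene symbols, and no other source of symbols than the table named next was used here. Only 18 of the 4544 (0.4%) matched a locus tag in the RefSeq gene table of assembly ASM584v2. As a result, the 12 planned results on the deleted genes and on rtcB, rtcA and rtcR, and the 18 planned gene set tests, were not analysed here, and the labels could not be checked through the deleted genes. A check on gene length or GC content was void, as under 80% of the genes had a value. Identifiers are printed as listed. No position is given for them.

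Groups and replicate numbers were taken from the sample titles, where each title gives the strain and the number 1 or 2. Differential expression was tested with DESeq2 (version 1.42.0, R 4.3.3), which is also the tool of the study, on the 4 libraries of each comparison. Genes with at least 1 count in these libraries entered, with median-of-ratios size factors, two-sided Wald tests, default independent filtering (target 0.1) and Benjamini-Hochberg adjustment. The threshold was an adjusted p-value of 0.05. Mutants were compared with WT and with one another. Genes shared by a pair of mutants passed the threshold in both comparisons with WT in the same direction, and the number expected by chance was taken from the hypergeometric distribution over the genes tested in both. Correlations of log2 fold changes were computed across genes with a mean of at least 10 normalised counts over the 8 libraries, without p-values, as genes are not independent replicates. Spearman correlations between libraries used log2 of normalised counts plus 1. Means and standard deviations (SD) are of counts divided by size factors over all 8 libraries.

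The rule for named genes, set before the data were examined, ranked genes past the threshold by absolute log2 fold change among those with a mean of at least 10 normalised counts and both libraries of one strain on the same side of both libraries of the other. It allowed 5 genes per direction. It also listed the deleted genes and their neighbours, the rtc genes, ssrA, marker genes of the parent strain of the collection, and set members or genes known to modulate rtcBA that passed the threshold, of which no identifier was matched and past the threshold. Because the identifiers carry no symbols, at most 2 per direction are printed, and all genes of a comparison with 5 or fewer. Where another gene is named, it was chosen after its values were seen. A strain with at most 3 counts of a gene in both libraries was treated as at the detection floor, and the fold was then computed against 3 counts as a lower bound.

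The alternatives were the replicate number as a block in the DESeq2 model, TMM library sizes, a minimum of 10 counts in 2 libraries, all 8 libraries in a single model, edgeR quasi-likelihood tests (version 4.0.16) without and with the block, no independent filtering, an absolute log2 fold change of at least 1, and an adjusted p-value below 0.01. Pairing of libraries comes from the replicate numbers in the titles, and was checked through the correlation, across 4255 genes, of the difference between replicates 1 and 2 in one strain with that in the other. Added after seeing the data were a block with crossed replicate numbers where this correlation was under -0.1, counts thinned at random to the smallest library (7928618 counts), and a restriction to genes with protein accessions in place of the planned restriction to protein-coding genes.

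The code was tested on simulated counts with the means, library sizes and spread of each comparison and 200 genes, each with a mean of at least 50 normalised counts, changed by 2 on the log2 scale. For Δgor against WT, DESeq2 recovered 169 of the 200 changed genes among 4518 simulated genes, with 14 false calls. For ΔmazF it recovered 171 among 4514 genes with 17 false calls, and for ΔsrmB 146 among 4517 genes with 14 false calls. edgeR recovered 155, 164 and 100, respectively, in the same simulations.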

Results

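To compare the transcriptomes of E. coli mutants in which the RNA repair operon rtcBA is induced, RNA-seq counts were examined for wild-type cells (WT) and for cells lacking gor, mazF or srmB, with 2 libraries per strain after 24 h of growth. Total counts ranged from 7928618 in WT 2 to 13210570 in ΔmazF 2. WT 1 held 12511903 counts, Δgor 1 and 2 held 12071907 and 9760473, ΔmazF 1 held 10819569, and ΔsrmB 1 and 2 held 9629447 and 8126436. Between 4122 and 4374 of the 4544 listed genes had at least 10 counts in a library. The smallest abundance that could be detected, 3 counts, corresponded to 0.227 to 0.378 CPM (counts scaled by the library total). A single gene, EBT00001514706, took the largest share of counts in all 8 libraries. Its share was lowest in Δgor 1 at 12.95% (95% Wilson interval 12.93 to 12.97) and highest in WT 2 at 26.69% (26.66 to 26.72). Such intervals and floors cover counting error only, since reads are not independent molecules.

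The similarity of replicates was assessed first. Spearman correlations across genes between the 2 libraries of a strain were 0.993 for ΔmazF, 0.988 for Δgor, 0.964 for ΔsrmB and 0.950 for WT. In all 4 strains the replicates differed by far more than counting noise, with a chi-square per degree of freedom between 86.3 for ΔmazF and 318.8 for WT, and each library was counted as a separate replicate. The WT replicates were less alike than WT 1 and ΔsrmB 2 (rho 0.985) or WT 2 and ΔmazF 2 (rho 0.979). Likewise, Δgor 2 was closer to both ΔmazF libraries (rho 0.994 each) than to Δgor 1. In a principal component analysis of 4255 genes, the first component (41.9% of variance) set WT 1 and ΔsrmB 2 apart from the rest, and the second (27.2%) placed all Δgor and ΔmazF libraries above all WT and ΔsrmB libraries. Library scaling and the pseudocount cannot alter these rank correlations.

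**Figure D1:**
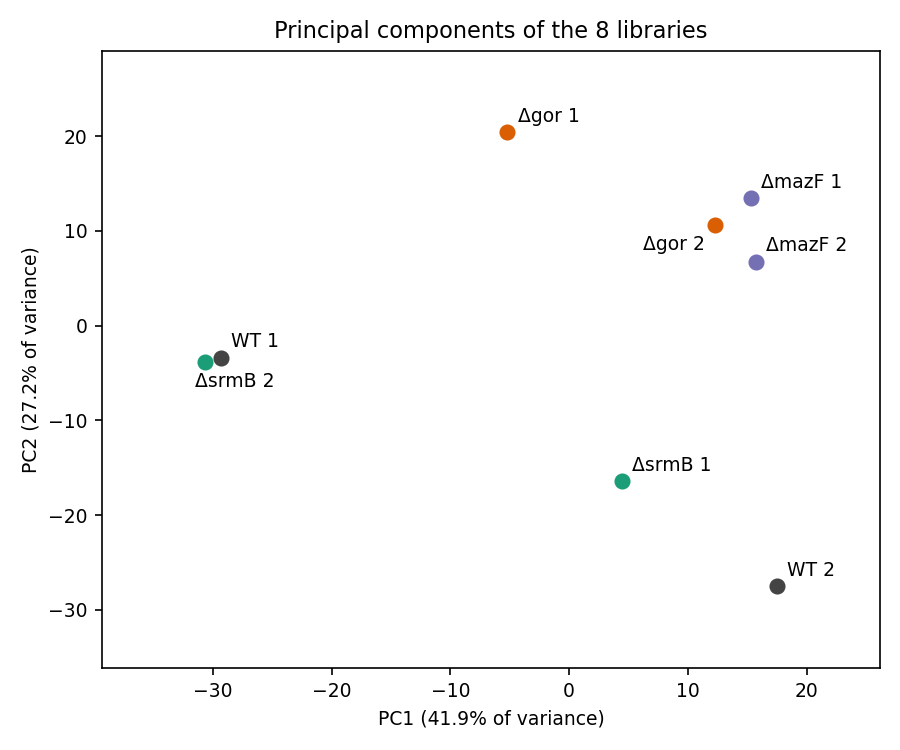
Principal component analysis of log2 normalised counts of 4255 genes, where each point is a library, coloured by strain, and the axes are component scores (PC1, 41.9% of variance; PC2, 27.2%). WT 1 (-29.37) and ΔsrmB 2 (-30.66) lie together at low PC1, WT 2 lies at 17.5, and PC2 ranges from 6.76 to 20.41 for the Δgor and ΔmazF libraries and is negative for the WT and ΔsrmB libraries.

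Loss of the glutathione reductase Gor was compared with WT. DESeq2 found 30 of 4524 tested genes past an adjusted p-value of 0.05, of which 16 were higher and 14 lower in Δgor. The differences between replicates 1 and 2 in Δgor and in WT were correlated (r = 0.53 across genes). Over all pairs of strains this correlation ranged from -0.54 to 0.53, so the replicate numbers did not mark batches common to all strains. With the replicate block the number was 59, with 43 higher and 16 lower, and 27 of these were among the 30. In ratio to the count of 30, the alternative that moved it most was the edgeR quasi-likelihood test without the block, which called 3 genes. The gene AAC73453 rose most, from 9.20 ± 0.7 normalised counts in WT to 330.9 ± 65.5 in Δgor (SD, n = 2), a log2 fold change of 5.20 (SE 0.55, DESeq2 adjusted p 6.52e-18; with the block 5.22, adjusted p 4.32e-20). It was followed by AAC73452 with a log2 fold change of 4.38 (SE 0.57, DESeq2 adjusted p 1.51e-11), which had an adjusted p of 0.0653 in edgeR. The genes with the most negative model estimates, AAC73174 and AAC73173, had 0 counts in both Δgor libraries, against 87 and 25 counts of AAC73174 and 65 and 19 counts of AAC73173 in WT 1 and 2. They were at least 14.8-fold and at least 11.1-fold lower, respectively (DESeq2 adjusted p 4.5e-05 and 0.000188). Neither was given an adjusted p-value under the DESeq2 block, being removed by independent filtering, while edgeR with the replicate block gave adjusted p-values of 0.0137 and 0.0214 and edgeR without it 0.0851 and 0.0995. As their falls are lower bounds, their rank among the genes that fell is not known.

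Loss of the toxin MazF was compared with WT in the same way. Of 4524 tested genes, 33 passed the threshold, with 15 higher and 18 lower in ΔmazF. The replicate differences of ΔmazF and WT were weakly correlated (r = 0.11), and the fit with the replicate block called 30 genes, 19 higher and 11 lower, of which 24 were among the 33. AAC73453 and AAC73452 were again the genes that rose most, with log2 fold changes of 5.27 (SE 0.53, DESeq2 adjusted p 1.41e-19) and 4.77 (SE 0.56, DESeq2 adjusted p 1.29e-14). Their normalised counts in ΔmazF were 349 ± 27.0 and 245.6 ± 32.6 (SD, n = 2), against 9.20 ± 0.7 and 9.80 ± 4.50 in WT. AAC73174 and AAC73173 had 0 counts in both ΔmazF libraries too, and were at least 16.2-fold and 12.2-fold lower than in WT (DESeq2 adjusted p 5.61e-05 and 0.000269). With the block, neither passed the threshold in DESeq2 (adjusted p 0.897 and 0.999), while both passed in edgeR with the replicate block (adjusted p 4.39e-07 and 2.32e-06) and neither in edgeR without it (adjusted p 0.111 and 0.129). The edgeR test called 4 genes in ΔmazF without the block and 44 with it, against 3 and 20 in Δgor, so that the relative numbers for these mutants depended on the model.

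Few genes were called on loss of the RNA helicase SrmB at this depth and replication. In ΔsrmB, 3 of 4520 tested genes passed the threshold, all of them higher than in WT. In DESeq2, 79 genes had an unadjusted p-value under 0.05, fewer than the share of 0.05 expected if no gene changed. The test thus appeared conservative here, and the 79 genes are no sign of further changes. The low number of calls therefore does not show that few genes changed. The replicate differences of ΔsrmB and WT were correlated negatively (r = -0.54), so that the numbers did not pair like with like. The replicate block gave 2 genes, and the block with crossed numbers, chosen after seeing the data, gave 5, of which 2 were among the 3. The edgeR test called 0 genes, with 86 at an unadjusted p-value under 0.05. EBT00001514686 rose from 16.6 ± 2.90 to 245.8 ± 87.4 normalised counts (SD, n = 2), a log2 fold change of 3.89 (SE 0.59, DESeq2 adjusted p 2.72e-07; with the block 3.84, adjusted p 0.000625). AAT48141 rose from 445.4 ± 345.5 to 4288.5 ± 846.9, a log2 fold change of 3.29 (SE 0.60, DESeq2 adjusted p 0.00012; with the block 3.53, adjusted p 0.00126). The size of this rise depended on the WT library, with a log2 ratio of 2.63 without WT 1 and 4.41 without WT 2. For EBT00001514721 the log2 fold change was 2.09 (SE 0.50, DESeq2 adjusted p 0.0428), and it did not pass the threshold with the block (adjusted p 1). With the crossed block EBT00001514721 and AAT48141 passed (DESeq2 adjusted p 5.82e-05 and 5.61e-13), whereas EBT00001514686 was given no adjusted p-value. With all 8 libraries in one model EBT00001514721 passed (DESeq2 adjusted p 3.04e-05), and the others were given no adjusted p-value.

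**Figure D2:**
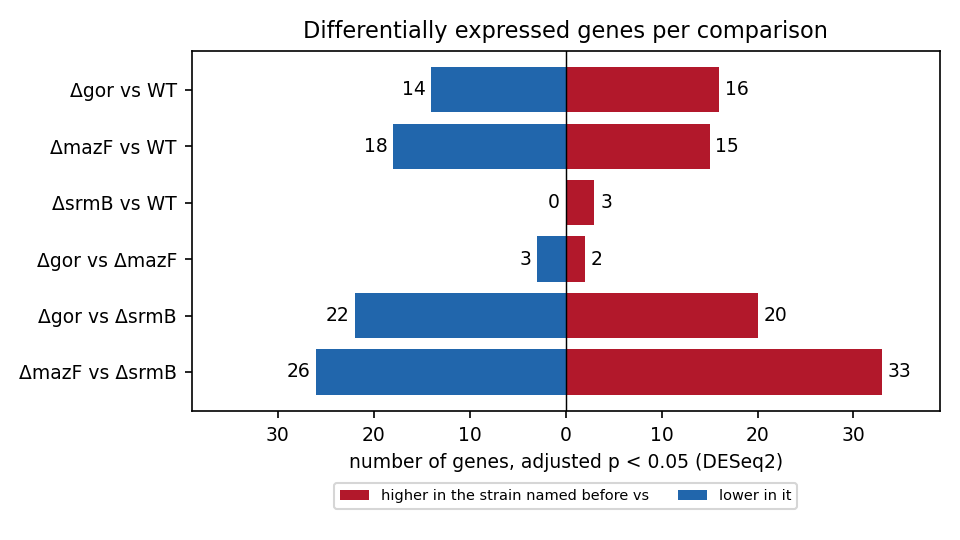
Number of differentially expressed genes (DESeq2, adjusted p below 0.05) in each of the 6 comparisons, with bars to the right for genes higher and bars to the left for genes lower in the strain named before vs. The comparisons of Δgor and of ΔmazF with WT gave 30 and 33 genes, ΔsrmB gave 3, and Δgor against ΔmazF gave 5.

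It was next asked whether the mutants changed the same genes. Δgor and ΔmazF shared 23 genes, 11 higher and 12 lower, where 0.219 would be expected by chance among 4522 genes tested in both. The expected numbers here assume independent lists, but all lists use the same WT libraries, which alone can raise the overlap. They are thus a description and not a test. No gene passed in opposite directions, 7 passed in Δgor alone and 10 in ΔmazF alone. With the replicate block the pair shared 23 genes as well, but 15 were higher and 8 lower. Of these, 18 were among those shared without it. The edgeR test without the block moved this number most, to 2. With the block edgeR gave 17 shared genes, 16 of them among the 23. ΔsrmB shared 0 genes with Δgor and 0 with ΔmazF, where chance gives 0.0199 and 0.0219, and 26 and 20 genes were shared at an unadjusted p-value under 0.05 in both. The gene with the lowest adjusted p-value in both comparisons, AAC76451, was chosen after its values were seen. It fell from 26713.8 ± 6673.1 normalised counts in WT to 200.9 ± 65.6 in Δgor and 207.5 ± 2.90 in ΔmazF (SD, n = 2), with log2 fold changes of -7.04 (SE 0.44, DESeq2 adjusted p 5.65e-54) and -7.00 (SE 0.39, DESeq2 adjusted p 1.12e-67). In ΔsrmB its level was 38521.4 ± 5006.9.

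Across all 4255 genes with a mean of at least 10 normalised counts, log2 fold changes against WT were correlated between Δgor and ΔmazF (Pearson r = 0.86, Spearman rho = 0.77). The correlations were lower between Δgor and ΔsrmB (r = 0.44, rho = 0.47) and between ΔmazF and ΔsrmB (r = 0.39, rho = 0.37). These values are across genes, which are not independent replicates, and the mutants of a pair share their WT libraries. When WT 1 was given to the first mutant and WT 2 to the second, r fell to 0.35, -0.28 and -0.39 for these 3 pairs. With the WT libraries exchanged, r was 0.02, -0.22 and -0.06. With WT 2 alone for both mutants r was 0.90, 0.70 and 0.60, and with WT 1 alone 0.92, 0.58 and 0.65. The correlations thus fell when the mutants of a pair had different WT libraries, by more than the spread from leaving out single libraries (SD of r 0.075, 0.153 and 0.18), and not when they shared either WT library.

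**Figure D3:**
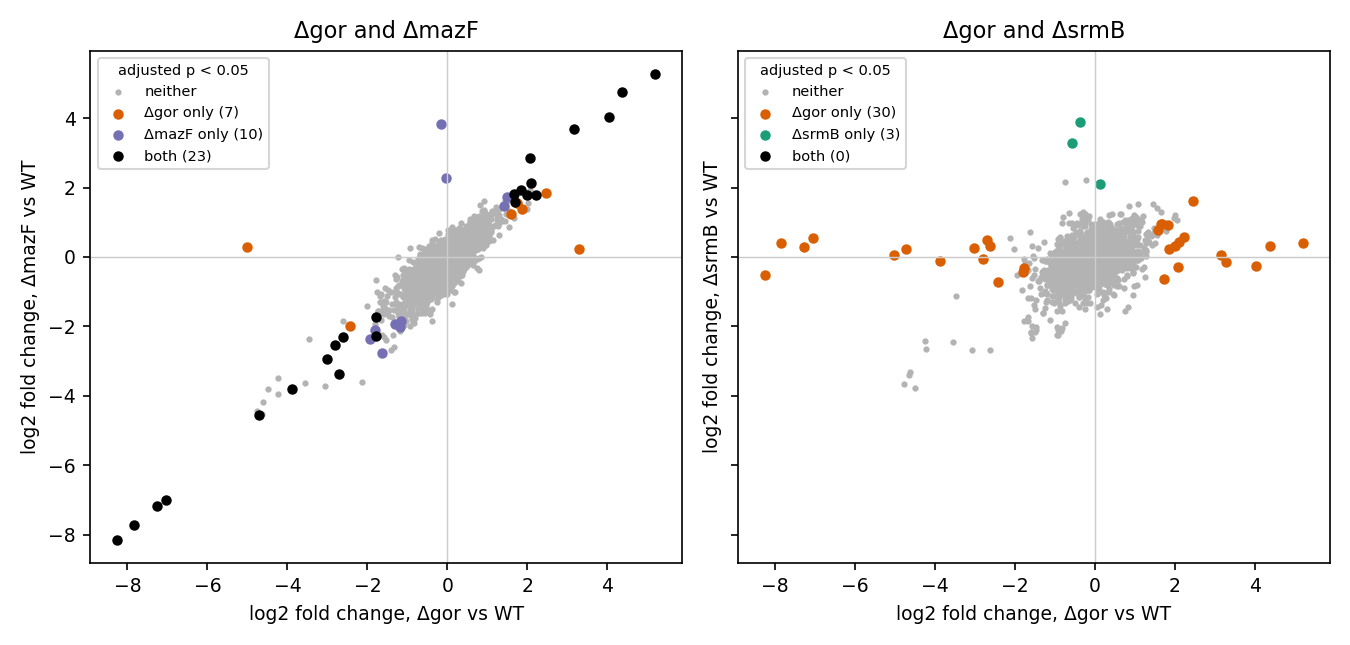
DESeq2 log2 fold change against WT of each gene with a mean of at least 10 normalised counts in the Δgor comparison, for Δgor (x axis) and for ΔmazF (left) or ΔsrmB (right; y axes), where each point is a gene. Black points, past an adjusted p-value of 0.05 in both, number 23 on the left, where they lie along the diagonal, and 0 on the right. Estimates for genes with 0 counts in a strain are model values and stand for lower bounds.

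The mutants were then compared directly, without WT. Between Δgor and ΔmazF, 5 of 4520 tested genes passed the threshold, with 2 higher and 3 lower in Δgor. The replicate differences of the pair were correlated (r = 0.35), and with the replicate block 6 genes passed, 4 of them among the 5. AAC76525 was lower in Δgor, with 74 and 42 counts there against 1155 to 2040 counts in the other 6 libraries (log2 fold change -5.30, SE 0.28, DESeq2 adjusted p 3.3e-76). AAC75825 and AAC75823 were higher in ΔmazF, at 2998.2 ± 264.7 and 3392.6 ± 320.9 normalised counts (SD, n = 2) against 185.5 ± 28.5 and 671 ± 30.3 in Δgor. Their log2 fold changes for Δgor against ΔmazF were -4.02 (SE 0.25, DESeq2 adjusted p 1.06e-52) and -2.34 (SE 0.24, DESeq2 adjusted p 1.2e-19). AAC73175 was higher in Δgor (log2 fold change 3.06, SE 0.26, DESeq2 adjusted p 5.68e-29). AAC74380 was higher in Δgor by 1.45 (SE 0.36, DESeq2 adjusted p 0.0427), and this call was lost under the block (adjusted p 0.13) and in edgeR (adjusted p 0.215). The remaining 4 genes passed in edgeR as well. None of the 23 genes shared by Δgor and ΔmazF against WT differed between these mutants.

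Against ΔsrmB, 42 of 4523 tested genes differed in Δgor, 20 higher and 22 lower. The replicate differences of Δgor and ΔsrmB were correlated negatively (r = -0.48). The replicate block gave 26 genes, 25 of them among the 42. The block with crossed numbers, chosen from this correlation in the same counts, gave 116, of which 39 were among the 42. In ΔmazF 59 of 4172 tested genes differed from ΔsrmB, 33 higher and 26 lower. AAC73453 was the gene that rose most in both comparisons, with log2 fold changes of 4.80 (SE 0.52, DESeq2 adjusted p 3.49e-17) in Δgor and 4.88 (SE 0.50, DESeq2 adjusted p 2.13e-19) in ΔmazF. Next came AAC77209 in Δgor (4.32, SE 0.37, DESeq2 adjusted p 1.55e-28) and AAC73452 in ΔmazF (4.40, SE 0.52, DESeq2 adjusted p 8.39e-15). AAC73173 and AAC73174 were at least 14.5-fold and 10.2-fold lower in Δgor (DESeq2 adjusted p 2.62e-05 and 0.000199) and at least 16-fold and 11.2-fold lower in ΔmazF (DESeq2 adjusted p 3.74e-05 and 0.000237). With the replicate block these calls were lost in DESeq2 and were made in edgeR, with adjusted p-values from 4.21e-16 to 3.68e-05. The calls in Δgor were also lost with the crossed block (DESeq2 adjusted p 0.488 and 0.582).

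Of the 18 genes that matched a symbol, 0 passed the threshold in Δgor, ΔmazF or ΔsrmB against WT without the replicate block. With the block crl (b0240) passed in Δgor (DESeq2 adjusted p 0.000676). Among the 18 genes, glpR (b3423), annotated as a pseudogene, was the single matched member of the gene sets fixed in advance. It is named although it did not pass, and was chosen after its values were seen. Its level was 428.2 ± 26.4 normalised counts in WT, 685.3 ± 80.9 in Δgor, 771.9 ± 96.1 in ΔmazF and 514.5 ± 227.1 in ΔsrmB (SD, n = 2). The log2 fold changes were 0.69 (SE 0.39), 0.85 (SE 0.38) and 0.28 (SE 0.52), with DESeq2 adjusted p-values of 1, 0.625 and 1, so that no difference was detectable at this depth and replication.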

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

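The tests in this part were chosen after the data had been seen. 3 results stand out because the effects of a pair of deletions, each measured against WT, differed from one another when tested directly: 5 genes between Δgor and ΔmazF, 42 between Δgor and ΔsrmB and 59 between ΔmazF and ΔsrmB.

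The 5 genes that differ between Δgor and ΔmazF include a set of 4 with large changes. A mislabelled sample was considered, since Δgor 2 resembles the ΔmazF libraries (rho 0.994 each) more than Δgor 1 (rho 0.988). Genes were chosen without Δgor 2, as those at least 2 apart on the log2 scale between Δgor 1 and both ΔmazF libraries. There were 4 of them, AAC73175, AAC75823, AAC75825 and AAC76525, and in 4 of 4 Δgor 2 lay with Δgor 1, which goes against an exchanged label. AAC73175 is numbered next to AAC73174 and AAC73173, which had 0 counts in both mutants. If those zero counts explained its rise, it would rise in ΔmazF too. It had 511.6 ± 45.2 normalised counts in ΔmazF and 4281.6 ± 941.4 in Δgor (SD, n = 2), with an adjusted p of 5.68e-29 for the difference. Since the identifiers of gor and mazF were not matched, it was not tested whether these genes are the deleted genes or lie beside them, and a strain variant at these genes cannot be told apart from an effect of the deletion.

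The 42 and 59 genes that separate Δgor and ΔmazF from ΔsrmB overlap, with 33 genes in common in the same direction. Of the 23 genes shared by Δgor and ΔmazF against WT, 15 (65.2%) also passed in both comparisons with ΔsrmB in the same direction, and 23 of 23 had the same sign there, so the sharing is not explained by the WT libraries alone. After all libraries were thinned to the smallest total the pair shared 23 genes, 22 of them among those shared before, which goes against library size as the explanation. With protein accessions alone the pair shared 23 genes, but all of the shared genes have such accessions, so this could hardly have come out otherwise. A shift in scale from the abundant EBT genes could not be tested in this way. Both scalings centre the fold changes, so a common shift is removed before genes are called. The split of 11 higher and 12 lower shared genes therefore does not bear on it. Nor does the sharing of the same 23 genes with TMM library sizes. A strain variant against the reference remains as well. In Δgor and ΔmazF together, 4 genes (AAC73173, AAC73174, AAC76886 and AAT48234) had 0 counts in all 4 libraries and at least 3 counts in every WT and ΔsrmB library, whereas the other 5 ways to pair the strains gave 0 such genes. This is consistent with a stretch of sequence that is missing or altered in both strains, for example one inherited from a common parent, but a gene that is fully silent in both would give the same counts. The shared changes can therefore not be told apart from a difference in strain background, and reads shared between gene copies were not tested.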

How the results depend on the processing

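Under the other DESeq2 settings (TMM library sizes, the count minimum, no independent filtering, a log2 fold change of at least 1, an adjusted p below 0.01 and thinned counts) all 6 counts of changed genes and the 3 counts of shared genes stayed within 1.5 times the reported numbers. The minimum log2 fold change removed no call in any comparison. Without independent filtering, the number of genes tested changed only for ΔmazF against ΔsrmB, from 4172 to 4523. These settings could thus hardly move the counts. No scaling moved the median log2 fold change by over 0.1, but both scalings centre the fold changes, so this shows no stability. The crossed replicate block, the thinned counts and the protein accession restriction were chosen after seeing the data. The cause of the shifts below was not tested.

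The edgeR quasi-likelihood test gave fewer genes: 3 in Δgor, 4 in ΔmazF and 0 in ΔsrmB against WT, 18 for Δgor and 23 for ΔmazF against ΔsrmB, and 2 shared by Δgor and ΔmazF. All genes it called in the 5 comparisons with calls were among the DESeq2 calls. At an unadjusted p under 0.05 it had 229, 298 and 86 genes for the comparisons with WT. With the replicate block edgeR gave 20 genes in Δgor and 44 in ΔmazF, 0 in ΔsrmB (18 at an unadjusted p under 0.05), 26 for Δgor and 108 for ΔmazF against ΔsrmB. Δgor and ΔmazF then shared 17 genes. The DESeq2 replicate block raised the Δgor count from 30 to 59, and lowered that of Δgor against ΔsrmB from 42 to 26; with crossed numbers it was 116, and 5 for ΔsrmB against WT. For ΔmazF and ΔsrmB the replicate differences were uncorrelated (r = 0.04), and the replicate block gave 54 genes. ΔsrmB had 1 gene past the threshold with all 8 libraries in one model, where independent filtering left 402 genes tested, and 1 with protein accessions alone. The single model of all 8 libraries also changed the split of calls, to 22 higher and 40 lower for Δgor against ΔsrmB, from 20 and 22, to 26 and 31 for ΔmazF against ΔsrmB, from 33 and 26, and to 14 and 18 for Δgor against WT, from 16 and 14.

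The correlations of log2 fold changes fell when the mutants of a pair were given different WT libraries. Giving WT 1 to the first mutant and WT 2 to the second gave r = 0.35 for Δgor and ΔmazF, -0.28 for Δgor and ΔsrmB and -0.39 for ΔmazF and ΔsrmB, and the reverse gave 0.02, -0.22 and -0.06. Across the fits that each left out one library, r ranged from 0.72 to 0.92, from 0.31 to 0.70 and from 0.15 to 0.65 for these pairs. A minimum mean of 100 normalised counts kept r within that spread. The replicate correlations moved by less than the spread between strains with thinned counts and with protein accessions alone. TMM library sizes and the pseudocount of 10 cannot move these rank correlations and show no stability.

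For the 24 results on named genes, 221 values under other settings had 34 that no longer passed the threshold or were given no adjusted p-value, and 0 that changed sign. Leaving out one library at a time gave 96 log2 ratios. Of these, 0 changed sign, but this was fixed in advance. The naming rule kept genes with both libraries of one strain on the same side of both libraries of the other. Only 1 ratio (AAT48141 in ΔsrmB without WT 2) moved by more than the replicate spread. The 96 ratios were given without a test, since one arm then has a single library. For the same reason counts of genes were not recomputed with a library left out. Other settings for the deleted genes, the rtc genes and the gene sets were not run, since their identifiers were not matched. Depth limits the genes near 0 counts, whose fold changes are lower bounds. The calls of AAC73173 and AAC73174 were lost under the DESeq2 replicate block in all 4 comparisons that named them, and passed in edgeR with the replicate block (adjusted p from 4.21e-16 to 0.0214). For Δgor against ΔsrmB they were lost under the crossed block too (DESeq2 adjusted p 0.488 and 0.582). For ΔmazF against ΔsrmB neither was given an adjusted p-value with the count minimum or with thinned counts. Both passed in all 4 comparisons with TMM library sizes, all 8 libraries in one model and no independent filtering.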

Other observations

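The tests in this part were chosen after the data had been seen.

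WT replicates lie farther apart than the replicates of the other strains, and WT 1 resembles ΔsrmB 2 (rho 0.985). Library size was tested as a cause by thinning all libraries to one total, after which the WT correlation was 0.950 and still the lowest of the 4 strains. This bears on the total count only. EBT genes took 39.1% of counts in WT 1 and 51.8% in WT 2, so the depth left for other genes stayed unequal. Leaving out all genes without protein accessions gave 0.953, but a few abundant genes can hardly move a rank correlation over all listed genes, so this does not bear on them. A mislabelled sample was tested with genes chosen from ΔsrmB 1 against the 5 libraries other than WT 1 and ΔsrmB 2. There were 4 such genes, and in 4 of 4 ΔsrmB 2 lay with ΔsrmB 1 and WT 1 with the other libraries, so an exchange of these labels was not seen. The reason for the distance was not found, and with 2 libraries per strain it cannot be told apart from chance variation between cultures or preparations, which the labels do not describe. No biological explanation was tested.

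The spread between replicates was tested as a reason for the low count of genes in ΔsrmB. The count was 3 as reported, 2 with the replicate block and 5 with the crossed block. With all 8 libraries in one model it was 1, but independent filtering then left 402 genes tested against 4520, and 165 genes had an unadjusted p under 0.05 against 79, so that count is not comparable. Simulated libraries with the spread of this comparison gave 146 of 200 genes changed by 2 on the log2 scale with DESeq2 and 100 with edgeR, where the changed genes had a mean of at least 50 normalised counts. Had 200 such genes changed by that size, more than 3 calls would thus be likely with DESeq2. The simulation changed 200 genes at once, which makes the adjustment less strict than with few changed genes. Its recovery does not carry over to a few changes, so too few libraries remain a possible reason. DESeq2 recovered fewer genes than with the spread of Δgor (169) or ΔmazF (171), so the larger spread between replicates may lower the count in part. Smaller changes and genes with fewer counts were not simulated. The median dispersion was 0.135 for ΔsrmB against WT, 0.096 for Δgor and 0.089 for ΔmazF.

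Many of the genes shared by Δgor and ΔmazF carry consecutive accession numbers. Among the 22 shared genes with AAC accessions, 14 had a neighbour by number in the same list. Random placement was tested with lists drawn by chance. In 10000 random lists of equal size, matched on mean counts, the median was 0 and the maximum 6, so none reached 14, and the permutation p of 1e-04 is the smallest these lists can give. A candidate explanation is that whole operons or chromosomal segments changed together, which would fit both a regulatory change and a difference in strain background. Whether accession numbers follow gene order was not tested.

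Of the genes that matched a symbol, crl (b0240) was chosen after its values were seen, since its call depends on the model. Its level was 1606.4 ± 968.9 normalised counts in WT and 4551.4 ± 1262 in Δgor (SD, n = 2). The log2 fold change was 1.51 with a DESeq2 adjusted p of 0.285, and 1.62 with an adjusted p of 0.000676 under the replicate block.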
